A study of Homo sapiens with 10 samples. Its data were reported in "Analysis of HER2 genomic binding in breast cancer cells identifies a global role in direct gene regulation" (2019).

How the data were processed

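HER2 was mapped by ChIP-exo in SKBR3 and BT474 cells after vehicle or EGF, with 1 list per condition, and H3K4me1 by ChIP-seq with 2 replicates per cell line. Samples were grouped by the cell line, treatment and antibody in their labels. Per the labels, the H3K4me1 samples were asynchronous cells, whereas the study's text describes them as treated with EGF. This difference could not be settled from the lists. The 2 input samples carried no processed list and were not analysed here.

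Per the study's methods, the authors mapped single-end reads to hg19 with bowtie2, removed reads of low mapping quality, and called HER2 peaks with MACS2 and H3K4me1 islands with SICER, each with DNA of the cell line as the input. Regions of the ENCODE blacklist, and regions with a high input signal in that cell line according to GreyListChIP, were removed by the authors. The score of each HER2 peak was used as deposited by the authors. It moves in steps of 0.5, its scale is not stated, and it was compared only within a list. The count of reads in each H3K4me1 island was used as deposited by the authors, as whole reads without scaling for depth. Neither kind of file has a header, and the HER2 lists give neither read counts nor summits, so the midpoint of a peak stood in for its summit. The depth of the HER2 libraries is unknown.

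Sequence was taken from the GRCh37 primary assembly, whose chromosome 1 of 249250621 bp and chromosome 17 of 81195210 bp have the lengths of hg19. Genes came from GENCODE release 44 mapped to GRCh37, with 64449 genes, of which 20163 code for protein, and 254376 transcripts. This annotation differs from the one the study used. Peaks were counted as shared when they overlapped by at least 1 bp. Chance levels came from 1000 random rotations of the first list along each chromosome. Rotation used the full length of each chromosome, with sequence in which no peak can be called left in. As an alternative, each peak was moved 20 to 200 kb, which keeps the regional density of peaks. The p-values of these placements are one-sided on the side observed, so the data chose the side, and the smallest possible is 0.001. Scores were compared by a two-sided permutation test with 100000 resamples. Promoters were the 1 kb upstream of a transcription start site, followed in order by exons, introns and intergenic sequence.

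Motifs were sought within 50 bp of the midpoint and in windows of the same size centred 1 kb to either side, with an exact two-sided sign test over peaks. Where the text says that p was below the smallest number the software represents, the table holds 0. The P7 and P5 sequences were those of Illumina's public primers, and the study does not print the primers used. Primer stretches were also sought at peaks with no core within 50 bp of the midpoint or in the windows, a test added after the other results were seen. Alignment to the P7 primer scored 1 for a match, -1 for a mismatch, -2 for opening a gap and -1 for extending it. A peak counted as aligned at a score of 10 or more. The first 13 bases were aligned separately, with a score of 8 or more. The threshold of 10 was fixed after other thresholds had been tried on the data. Aligned shares were compared with those of 20 shuffled primers. Outer primer bases were compared between core sites within 200 bp of a midpoint and core sites 2 kb away, by 10000 resamples, and with 1000 shuffled orders of those bases. For density along the genome, bins of 1 Mb with at least 50 kb of island cover were used, 1530 in all. A bin was called dense at 2 times the median H3K4me1 reads per kb of island, and dense in a single line when it lay below 1.5 times the median in the other line. The dense bins were moved together along the genome 1000 times for a permutation p, one-sided for fewer peaks. These settings were chosen after the data had been explored.

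The genes to be named were fixed before the data were examined. They were 10 genes that the study names and the genes at or near the 3 peaks with the highest score in each HER2 list. The results to report and 113 alternatives were fixed at the same time, and 16 alternatives were added later. A comparison of H3K4me1 replicates at islands with equal positions was replaced, because that choice of islands was biased, by one over merged regions with at least 1000 reads. A tally of bins without peaks was dropped in favour of the dense bins. No condition of HER2 had a replicate, so no test compares treatments. Two-sided 95% Wilson intervals cover counting error only. Adjusted p-values follow Benjamini and Hochberg.

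The overlap, score, motif and alignment statistics were tested on simulated data. The feature, gene, Jaccard, chromosome and bin tallies were not. Among 2500 simulated peaks, planted sharing of 30% was recovered as 30.04% and, against a list as long as that of BT474 EGF, as 30.32%. A core planted in 10% of 2500 peaks gave an excess of 9.52 percentage points over simulated background sequences, and a planted P7 match one of 9.88 points. For unrelated HER2 and H3K4me1 lists, 3% of the simulations were called higher with rotation and 3% with moves of 20 to 200 kb, and calls on the lower side were not counted. These simulated lists were spread evenly along the chromosomes. The rates therefore do not show how either placement behaves for lists that cluster in the same regions. The software was Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, statsmodels 0.14.6, biopython 1.88, pyfaidx 0.9.0.4, matplotlib 3.10.9 and samtools 1.23.1. Gene ontology, expression and proteomic results of the study were left out, since the lists used here do not hold them.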

Results

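The binding of HER2 to chromatin was mapped in SKBR3 and BT474, established human breast cancer cell lines in which the ERBB2 gene, encoding HER2, is amplified. The assay was ChIP-exo, in which DNA bound by an antibody to HER2 is trimmed with an exonuclease before sequencing. Cells of each line received vehicle (water) or epidermal growth factor (EGF) at 100 ng/ml for 3 hours. There was 1 HER2 list for each of these 4 conditions, and no condition had a replicate. Monomethylation of lysine 4 on histone H3 (H3K4me1), a mark found at enhancers, was mapped by ChIP-seq with 2 replicates per line. Their labels call the cells asynchronous and the study calls them EGF-treated. The HER2 lists held no read counts, so the depth behind each HER2 peak is unknown. The reads inside H3K4me1 islands numbered, in units of 1e+06 reads, 15.6 and 15.3 for the SKBR3 replicates and 18.7 and 15.1 for the BT474 replicates. Confidence intervals are 95% Wilson intervals and cover counting error only.

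In SKBR3 cells, 2596 peaks were listed after vehicle and 2520 after EGF, a ratio of 0.971. In BT474 cells, 8559 peaks were listed after vehicle and 29326 after EGF, a ratio of 3.43. The median peak width was 215 bp for SKBR3 vehicle, 217 bp for SKBR3 EGF, 241 bp for BT474 vehicle and 244 bp for BT474 EGF. Each peak carried a score given by the authors on an unstated scale, and it was used only within a list. A single peak held 10.7% of the summed score in the SKBR3 EGF list. It lay in GRCh37 at chromosome 6, 119558572 to 119558862, in an intron of MAN1A1, with a score of 58931. A peak at this site ranked first in SKBR3 vehicle with a score of 1961.5, and it ranked second by score in both BT474 lists. The highest score in both BT474 lists belonged to an intergenic site on chromosome 2, from 133027677 to 133029543 in the EGF list, 7.995 kb from the pseudogene CDC27P1. The second peak of the SKBR3 EGF list, at chromosome 10, 98561168 to 98561551, was intergenic and lay 27.1 kb from MIR607. The third, at chromosome 4, 80274101 to 80274728, was intergenic and lay 27.2 kb from NAA11. The second peak of the SKBR3 vehicle list, at chromosome 1, 156107511 to 156107714, lay in an untranslated region of LMNA and was found in 0 of the other lists. The third peak of SKBR3 vehicle was the site near MIR607 again. The third peak of BT474 vehicle, at chromosome 21, 9825327 to 9825451, lay 0.443 kb from MIR3648, and that of BT474 EGF, at chromosome 2, 133026797 to 133027534, lay 6.551 kb from CDC27P1.

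The first question was how far EGF changed the sites bound within a cell line. Of the SKBR3 vehicle peaks, 338 overlapped an EGF peak by at least 1 bp, which was 13% (interval 11.8 to 14.4%). Random rotation of the list along each chromosome gave 0.0516% on average, and the permutation p, one-sided on the side observed, was 0.001, the smallest that 1000 placements can give. Of the BT474 vehicle peaks, 7806 overlapped an EGF peak, which was 91.2% (90.6 to 91.8%) against 0.513% after rotation (permutation p = 0.001, the smallest possible). The alternative that moved this share most was the use of equal numbers of peaks, ranked by score, which brought it to 59.2% in BT474 and left 13.3% in SKBR3. In the other direction, 13.3% of the SKBR3 EGF peaks and 26.5% of the BT474 EGF peaks overlapped a vehicle peak. The p-values test the positions in a pair of lists and not the treatment, which had no replicate.

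The next question was whether the cell lines shared sites. After vehicle, 427 SKBR3 peaks (16.4%, interval 15.1 to 17.9%) overlapped a BT474 peak. After EGF, 2135 SKBR3 peaks (84.7%, interval 83.3 to 86.1%) did so. With equal numbers of peaks the shares were 9.71% after vehicle and 40.1% after EGF. Pairs that differed in both cell line and treatment were compared in the same way. Of the SKBR3 EGF peaks, 1567 (62.2%, interval 60.3 to 64.1%) overlapped a BT474 vehicle peak, and this share was 34.4% with equal numbers. Of the SKBR3 vehicle peaks, 1119 (43.1%, interval 41.2 to 45.0%) overlapped a BT474 EGF peak, and 13.9% did with equal numbers. With equal numbers of peaks, the SKBR3 EGF list therefore shared more with BT474 vehicle than with SKBR3 vehicle (13.1%). All 12 ordered pairs of lists gave an adjusted permutation p of 0.001 after the Benjamini-Hochberg correction, the smallest possible.

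**Figure D1:**
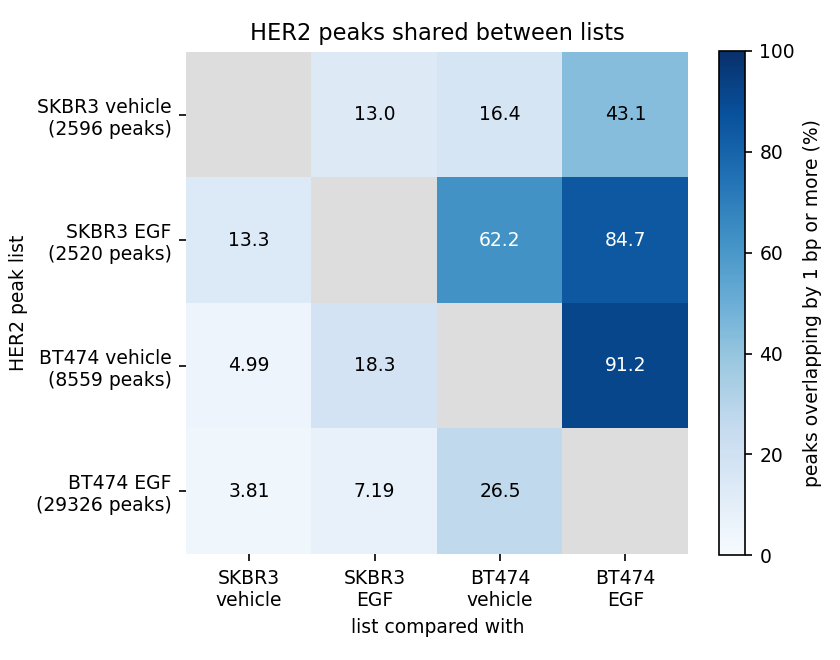
Each cell gives the percentage of the peaks in the row list that overlapped a peak of the column list by 1 bp or more, for the 4 HER2 lists with their peak numbers. SKBR3 EGF shared 84.7% with BT474 EGF and 62.2% with BT474 vehicle, and 13.3% with SKBR3 vehicle.

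Peak scores were then compared between subsets of a list, with a two-sided permutation test on the difference of medians over 100000 resamples. In SKBR3 EGF, the 335 peaks shared with vehicle had a median score of 189 and the 2185 EGF-only peaks 120.5. In BT474 EGF, the 7785 shared peaks had a median score of 115 and the 21541 EGF-only peaks 47. Within SKBR3 EGF, the 2135 peaks also found in BT474 EGF had a median score of 135.5 and the 385 peaks of SKBR3 only 85. Each of these 3 comparisons had an adjusted permutation p of 1e-05 after the Benjamini-Hochberg correction, the smallest possible. Peaks are not replicates, so these p-values describe the lists. When 50% of the peak had to be covered, the difference of medians in SKBR3 moved from 68.5 to 65, and with peak width in place of the score the difference was 38 bp, in the same direction. In the vehicle lists, shared peaks had a median score of 39.5 against 34.5 in SKBR3 and 68 against 42 in BT474.

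The H3K4me1 replicates were first compared with each other. SKBR3 had 71570 ± 1865 islands (SD, n = 2) that covered 10.3% ± 0.0749 of the genome, and BT474 had 92886 ± 4819 islands that covered 9.77% ± 0.291. Over the merged regions with at least 1000 reads in both replicates together, the chi-square of the counts per degree of freedom was 6.73 in SKBR3 (5376 regions) and 4.0 in BT474 (5398 regions). The replicates of each line thus differed by more than counting noise and were kept as separate libraries. The Jaccard index of covered bases was 0.708 between the SKBR3 replicates and 0.717 between the BT474 replicates, and it ranged from 0.366 to 0.374 over the 4 pairs of libraries from different lines. The mean within lines exceeded the mean between lines by 0.343, which was larger than the spread between pairs of either kind. Counting the share of islands that overlapped by at least 1 bp, in place of bases, moved the difference most, to 0.280. No p-value is given for so few pairs.

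HER2 peaks were next set against H3K4me1 islands of the same cell line, to ask whether binding occurred at enhancers. In SKBR3, 15.2% ± 0.281 (SD, n = 2 H3K4me1 replicates) of the EGF peaks overlapped an island, against 12.7% after random rotation, a ratio of 1.20. In BT474, 12.1% ± 0.533 of the EGF peaks overlapped an island against 11.1% after rotation, a ratio of 1.09. For the vehicle peaks, the shares were 15.6% ± 0.381 in SKBR3, with a ratio of 1.18, and 13.2% ± 0.545 in BT474, with a ratio of 1.19. All 4 had a one-sided adjusted permutation p of 0.001, the smallest possible. The result changed when each peak was moved 20 to 200 kb in place of rotation. The SKBR3 EGF share was then 1.02 times the chance level (permutation p = 0.327), and the BT474 vehicle share was 1.03 times this level (permutation p = 0.111). The direction changed for BT474 EGF, with a ratio of 0.95 (permutation p = 0.001, the smallest possible), and for SKBR3 vehicle, with a ratio of 0.968 (permutation p = 0.204). Counted against islands of either replicate, 439 SKBR3 EGF peaks (17.4%) and 4116 BT474 EGF peaks (14%) lay in H3K4me1. Against the islands of the other cell line, the shares were 12.4% ± 0.561 for SKBR3 EGF and 12.6% ± 0.0772 for BT474 EGF.

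**Figure D2:**
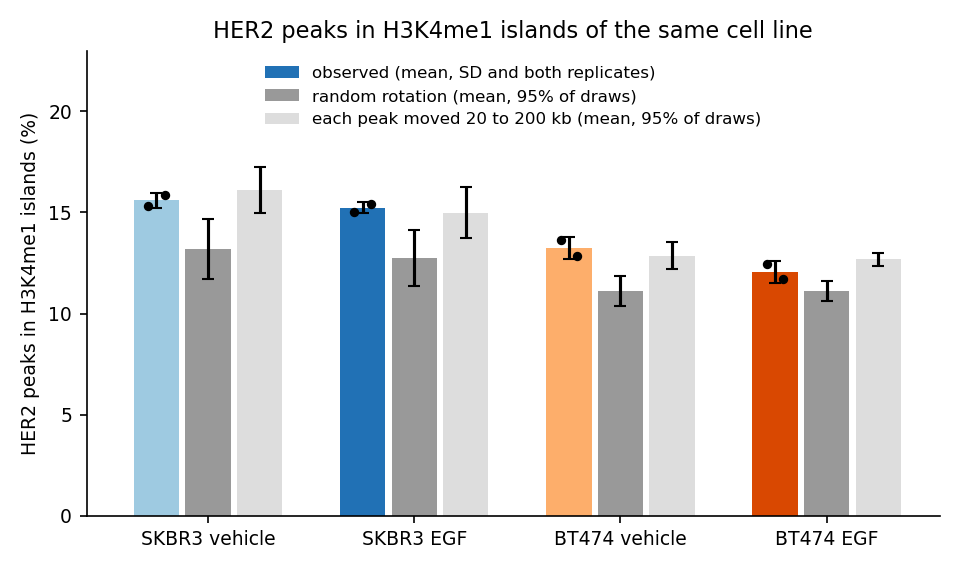
Percentage of HER2 peaks that overlapped an H3K4me1 island of the same cell line, as the mean of both replicates with its SD and each replicate as a point, beside random rotation and local moves of 20 to 200 kb (bars show the mean and lines the range of 95% of 1000 draws). The observed shares, from 12.1 to 15.6%, stood above rotation in all 4 lists and lay within the range of the local moves except in BT474 EGF, where the mean of 12.1% was below it.

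The position of HER2 peaks relative to genes was tested with the midpoint of each peak. Within 1 kb upstream of a transcription start site lay 3.89% of the SKBR3 vehicle peaks (interval 3.21 to 4.71%), 4.96% of the SKBR3 EGF peaks (4.18 to 5.88%), 4.71% of the BT474 vehicle peaks (4.28 to 5.18%) and 4.54% of the BT474 EGF peaks (4.31 to 4.79%). The ratios to random rotation were 0.956, 1.18, 1.17 and 1.12. The permutation p-values, one-sided on the side observed, were 0.350, 0.044, 0.002 and 0.001, and 0.373, 0.0586, 0.00457 and 0.0032 after the Benjamini-Hochberg correction over every list and feature. With the correction, the SKBR3 lists did not pass 0.05. When each peak was moved 20 to 200 kb, the ratios were 0.941, 1.1, 1.09 and 1.02, and the BT474 EGF list no longer passed the threshold (permutation p = 0.208). The permutation p was 0.131 for SKBR3 EGF and 0.045 for BT474 vehicle, just under 0.05. The p-values of local moves in this paragraph were not corrected for the number of tests. Introns held from 53.2 to 55.6% of the peaks and intergenic sequence from 35.1 to 37.3%. The ratios to rotation ranged from 1.04 to 1.07 for introns (adjusted permutation p from 0.0032 to 0.0652, with SKBR3 EGF not past 0.05) and from 0.876 to 0.936 for intergenic sequence (adjusted permutation p from 0.0032 to 0.0378). The ratios to the local moves ranged from 0.979 to 1.02 for introns and from 0.983 to 1.03 for intergenic sequence. Exons held from 3.58 to 4.92%. In SKBR3 vehicle, the exon share was 0.797 times that after rotation (permutation p = 0.018, adjusted 0.0288) and 0.778 times that after local moves (permutation p = 0.011). In BT474 vehicle, it was 1.11 times that after rotation (permutation p = 0.018, adjusted 0.0288) and 1.03 times that after local moves (permutation p = 0.298). In BT474 EGF, it was 1.03 times that after rotation (permutation p = 0.171) and 0.942 times that after local moves (permutation p = 0.00999).

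The core CGTNTGC, which the study named, was sought on both strands within 50 bp of each midpoint. It was present in 3.47% of the SKBR3 vehicle peaks (90 peaks, interval 2.83 to 4.24%) against 0.828% of windows 1 kb away. The share was 11.9% in SKBR3 EGF (301 peaks, interval 10.7 to 13.3%) against 1.27%, 11.8% in BT474 vehicle (1008 peaks, interval 11.1 to 12.5%) against 1.03%, and 7.41% in BT474 EGF (2173 peaks, interval 7.12 to 7.72%) against 0.948%. In an exact two-sided sign test, over a family of 8 tests with the P7 search reported next, 89 SKBR3 vehicle peaks had the core where the window lacked it and 15 the reverse (p = 5.63e-14, adjusted p = 6.43e-14). In the same exact test, the numbers were 298 and 24 in SKBR3 EGF (p = 2.63e-61, adjusted p = 4.21e-61), 999 and 82 in BT474 vehicle (p = 4.49e-201, adjusted p = 1.8e-200), and 2146 and 250 in BT474 EGF, where p was below the smallest number the software represents. The alternative that moved the shares most was a search of the whole peak, which brought the BT474 vehicle share to 19.4%. Among SKBR3 vehicle peaks, the core was present in 9.47% of those shared with EGF (interval 6.79 to 13.1%) and in 2.57% of the others (1.99 to 3.31%).

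The reverse complement of the core is found in the P7 primer of Illumina libraries, CAAGCAGAAGACGGCATACGAGAT, where bases 14 to 20 from the 5′ end read GCATACG. The last 8 bases of this primer, TACGAGAT, occurred within 50 bp of the midpoint in 0.462% of the SKBR3 vehicle peaks, 2.50% of the SKBR3 EGF peaks, 3.19% of the BT474 vehicle peaks and 1.90% of the BT474 EGF peaks. It occurred in 0% of the windows 1 kb away for both SKBR3 lists, in 0.0234% for BT474 vehicle and in 0.0222% for BT474 EGF. The exact sign test gave p = 0.000488 for SKBR3 vehicle (adjusted 0.000488), 2.17e-19 for SKBR3 EGF (adjusted 2.89e-19), 5.77e-77 for BT474 vehicle (adjusted 1.15e-76) and 2.88e-156 for BT474 EGF (adjusted 7.69e-156). The alternative that moved the shares most was a search for the last 6 bases, which brought the SKBR3 EGF share to 9.56%. With the last 10 bases, the SKBR3 vehicle share was 0.154% and no longer passed the threshold (exact p = 0.125). The most frequent stretch of 8 bases was GCATACGA in SKBR3 EGF (5.16% of peaks against 0.0595% of windows) and BT474 vehicle (5.6% against 0.0292%), and ATACGAGA in BT474 EGF (3.09% against 0.0358%). In SKBR3 vehicle it was AAGCAGAA (1.39% against 0.847%), and GCATACGA was nearly as frequent there but far rarer in windows (1.23% against 0.0193%).

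**Figure D3:**
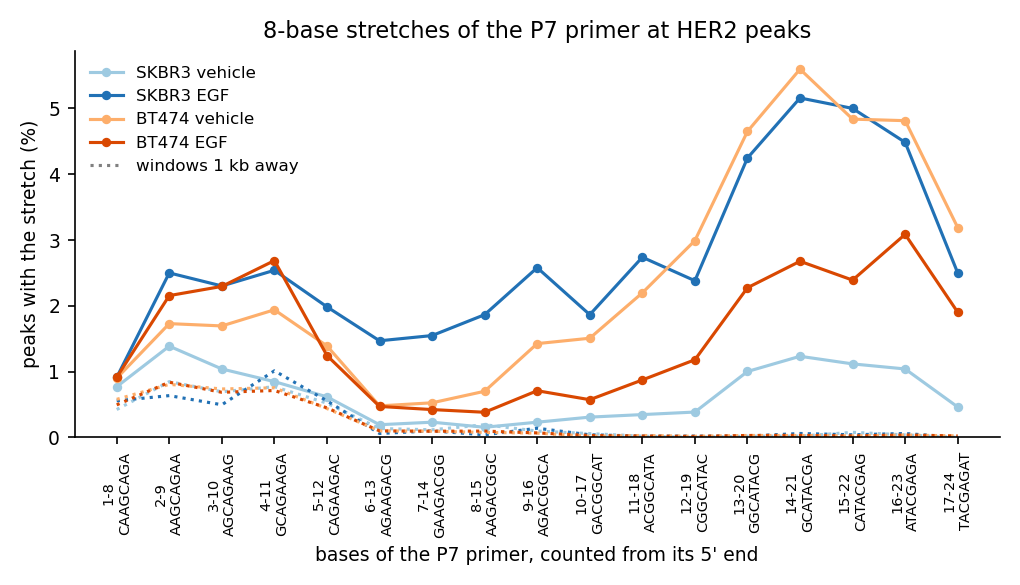
Percentage of peaks with each stretch of 8 bases of the P7 primer within 50 bp of the midpoint (solid lines, 4 HER2 lists) and of windows 1 kb away (dotted lines), in order from the primer's 5′ end. The highest share, 5.6%, was at bases 14 to 21 in BT474 vehicle, and the windows had 0.0292% there.

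The place of the midpoint relative to the core was read along the primer's direction, for core sites within 200 bp. It lay downstream of the primer's 3′ end at 84.0% of 1890 core sites in BT474 vehicle (interval 82.2 to 85.6%), 76.8% of 4064 in BT474 EGF (75.4 to 78.0%), 71.4% of 283 in SKBR3 vehicle (65.9 to 76.3%) and 55.5% of 508 in SKBR3 EGF (51.2 to 59.8%). The median distance was 32 bp, 27 bp, 38 bp and 5 bp in the same order.

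**Figure D4:**
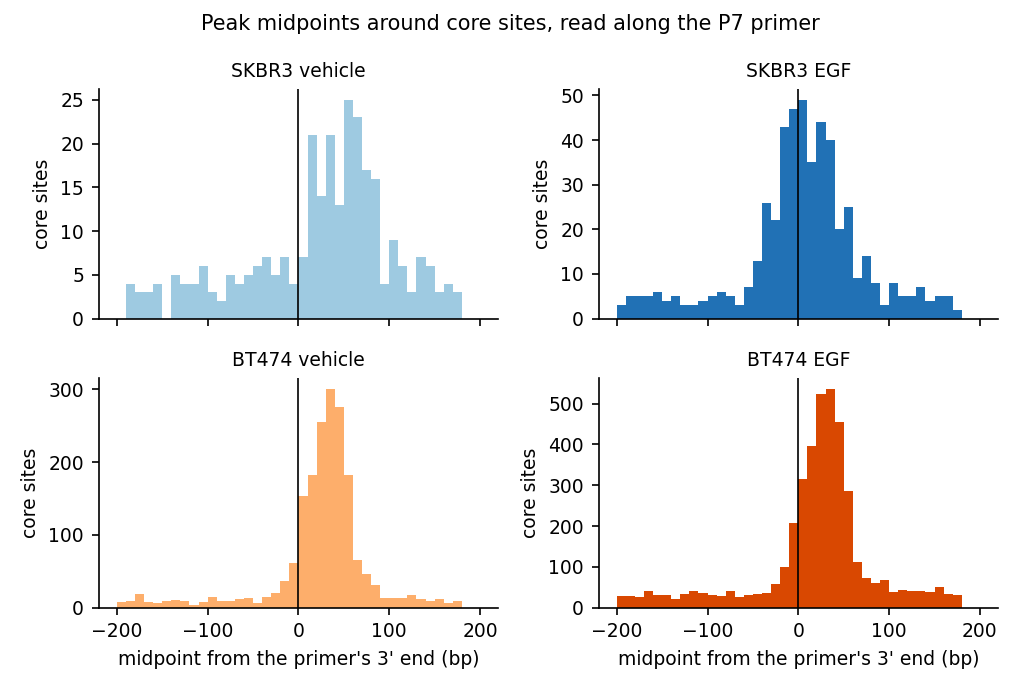
Number of core sites by the distance in bp from the 3′ end of the P7 primer, laid on the core, to the peak midpoint, in steps of 10 bp for the 4 HER2 lists, with positive values downstream. The median distances were 38 bp for SKBR3 vehicle, 5 bp for SKBR3 EGF, 32 bp for BT474 vehicle and 27 bp for BT474 EGF.

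Genes near sites with both HER2 and H3K4me1 were counted to ask which genes the sites lie close to. In SKBR3, 336.5 ± 20.5 genes (SD, n = 2) had a start site within 10 kb of an EGF peak in an island, against 279 after rotation (one-sided permutation p = 0.00999). In BT474 the number was 3124.5 ± 185 against 2766 (permutation p = 0.001, the smallest possible). The gene numbers were compared with rotation only. With local moves, the overlap itself was 1.02 times the chance level in SKBR3 EGF and 0.95 times in BT474 EGF. An excess of genes beyond regional density was therefore not tested. The alternatives on which genes count moved the gene numbers most, and in both directions. With a gene body in place of the start site within 10 kb, the means were 531 in SKBR3 and 4383 in BT474. With protein-coding genes alone, they were 169 and 1704. Of the 290 SKBR3 genes found with each replicate, 141 (48.6%) were also among the 2659 found with each replicate in BT474.

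The genes the study names were placed relative to the nearest HER2 peak in GRCh37. MAP3K13, on chromosome 3 from 185000729 to 185206882, held 1 SKBR3 EGF peak in an intron, at 185082111 to 185082405 with a score of 249.5, in an H3K4me1 island of 2 SKBR3 replicates, and 5 BT474 EGF peaks. PRKCH, on chromosome 14 from 61654277 to 62017694, held 1 SKBR3 EGF peak in an intron, at 61880669 to 61880873, in 0 of the SKBR3 H3K4me1 replicates, and 9 BT474 EGF peaks. EGFR, on chromosome 7 from 55086710 to 55279321, held 2 SKBR3 EGF, 3 BT474 vehicle and 3 BT474 EGF peaks, and a site in an intron at 55129942 to 55130145 in SKBR3 EGF was listed in both BT474 lists as well. The SKBR3 vehicle list had 0 peaks in these 3 genes. MYC, on chromosome 8 from 128747680 to 128755197, had a BT474 EGF peak in an untranslated region at 128753824 to 128754070, and the nearest SKBR3 EGF peak was 440 kb away. The Mb that holds MYC had 4.96 times the median density of H3K4me1 reads in SKBR3 and 0 SKBR3 HER2 peaks. ERBB2, on chromosome 17 from 37844167 to 37886679, was 358 kb from the nearest BT474 EGF peak and 715 kb from the nearest SKBR3 EGF peak. H3K4me1 islands covered 97.4% ± 0.333 of ERBB2 in SKBR3 and 100% in BT474, and its Mb had 3.65 and 4.16 times the median density of H3K4me1 reads. The nearest BT474 EGF peak was 3.309 kb from MAPK11, 11.1 kb from CCND1, 12.9 kb from CDKN1A, 218 kb from STAT3 and 271 kb from PTGS2. The nearest SKBR3 EGF peak was 65.6 kb from CCND1, 219 kb from STAT3, 294 kb from MAPK11, 453 kb from CDKN1A and 493 kb from PTGS2.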

Values the study reported

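The study reported 2,596 HER2 binding sites in vehicle-treated SKBR3 cells and 2,520 after EGF, which overlapped by about 15%. It reported that 85% of the SKBR3 peaks after EGF were also present in BT474. For the overlap with H3K4me1, it gave 413 regions in SKBR3, or 16.4% of the HER2 peaks, and 3,976 regions in BT474, or 13.6%. Near these sites, within 10 kb, it counted 222 genes in SKBR3 and 2,123 in BT474.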

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

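The measure of alignment to the P7 primer and the tests of GA repeats and of a wrong cell line label were chosen only after the results were seen. The scores and the lists of equal length were planned, and their use as a test of list length was chosen after the results were seen. The test of a library difference was set before the data were examined.

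The change from vehicle to EGF went opposite ways in the cell lines for 6 of 8 measures. The core, the last 8 bases and the alignment all read the P7 primer sequence, so they are not separate measures. The number of HER2 peaks changed by -76 in SKBR3, a ratio of only 0.971, and by 20767 in BT474. The share of peaks with the core changed by 8.48 percentage points in SKBR3 and -4.37 in BT474, and the share with the last 8 bases of the P7 primer by 2.04 and -1.29. The share with the repeat GAGAGAGA changed by -10.2 points in SKBR3 and 3.93 in BT474. The share aligned to the P7 primer changed by 33.4 points in SKBR3 and -9.91 in BT474. The share at promoters changed by 1.07 points in SKBR3 and -0.166 in BT474, and in each line the intervals of vehicle and EGF overlapped. The difference between the lines was not tested, since each condition had 1 library.

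A longer BT474 EGF list that reaches weaker sites may contribute to the rise in peak number. The peaks found only in that list had a median score of 47 against 115 for shared ones. The share of BT474 vehicle peaks found again fell to 59.2% with lists of equal length. Cutting a list can only lower such a share, so this fall does not bear on the explanation. Weaker sites gained through EGF would give the same scores, so depth and EGF cannot be told apart here, because the depth of the HER2 libraries is unknown.

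A library difference other than EGF is a candidate explanation for the SKBR3 values. SKBR3 vehicle overlapped BT474 vehicle 112 times as often as chance, whereas SKBR3 EGF overlapped BT474 vehicle 432 times as often as chance. Sharing by treatment would have made the vehicle lists the closer pair. GA repeats as the whole cause of the low sharing are argued against. SKBR3 vehicle peaks without GAGAGAGA were shared with SKBR3 EGF at 12.6%, close to the whole list, and those with it at 14.3%. Shares with BT474 vehicle were 17.6% and 12.6%, and with BT474 EGF 41.5% and 48.5%, in the same order. In the other lists, peaks with the repeat were shared more with SKBR3 vehicle. The shares were 23.4% against 11.9% for SKBR3 EGF, 15.7% against 4.38% for BT474 vehicle and 10.9% against 3.08% for BT474 EGF. A BT474 sample labelled as SKBR3 vehicle is argued against. On chromosome 20 lay 7.63% of the SKBR3 vehicle peaks (interval 6.67 to 8.71%) and 6.90% of the SKBR3 EGF peaks, but 2.02% of the BT474 vehicle and 2.16% of the BT474 EGF peaks. In the bins of 1 Mb dense in H3K4me1 reads in SKBR3 only, SKBR3 vehicle had 0 peaks where 15.6 were expected (permutation p = 0.003), and BT474 vehicle had 1.16 times its usual number. A swap of treatment labels was not tested. An effect of EGF that differs between the cell lines stays open and untested.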

How the results depend on the processing

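Of 129 alternatives to 26 results, 106 changed no call, 12 lost significance, 6 moved further and 5 reversed. The combinations of local moves with islands of both or either replicate, and the Jaccard and gene numbers with a replicate left out, were chosen after seeing the data. The 20 alternatives for HER2 sharing, the 9 for scores and the 12 for the core changed no call, although lists of equal length brought the share of SKBR3 EGF peaks found in BT474 EGF to 40.1%. Significance is read here from unadjusted p-values, values with no test counted as unchanged within the spread, and gene numbers within 1.5 times. For the overlap with H3K4me1, the spread came from the same 2 replicates. Leaving out 1 of them could hardly exceed it, so those unchanged calls are no sign of robustness. The SKBR3 vehicle promoter ratio, past no threshold, went from 0.956 to 1.03 with promoters of 3 kb.

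The overlap with H3K4me1 depended on the chance level. With peaks moved 20 to 200 kb, the ratio for BT474 EGF reversed to 0.95, and to 0.941 with islands of both replicates and 0.957 with islands of either. For SKBR3 vehicle it reversed to 0.968, and to 0.912 with islands of both replicates (permutation p = 0.024), and was 1.01 with islands of either. The ratio for SKBR3 EGF was 1.02, 1.04 and 1.00 in the same order, and for BT474 vehicle 1.03, 1.02 and 1.04, none past the threshold. The local moves keep regional density, which rotation does not. Leaving out a replicate under rotation gave ratios from 1.07 to 1.20.

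At promoters, the ratio for SKBR3 EGF lost significance with peaks above the median score (1.12) and with local moves (1.1), that for BT474 vehicle with peaks above the median score (1.11), and that for BT474 EGF with local moves (1.02). Fewer peaks were tested above the median score, and otherwise the cause was not tested. With the last 10 bases of the P7 primer, the SKBR3 vehicle share fell to 0.154% and lost significance, as a longer match is rarer. The SKBR3 gene number moved to 531 with gene bodies and to 169 with protein-coding genes, since other genes were counted. The BT474 number moved to 1704 with protein-coding genes, and with gene bodies, at 4383, it stayed within 1.5 times. With islands of both replicates, the numbers were 290 and 2651. The Jaccard difference moved to 0.377 with islands above the median read count and to 0.280 with shares of islands, and the cause was not tested. It ranged from 0.335 to 0.348 across the 4 fits that each left out 1 replicate, and the lowest, without BT474 replicate 2, counted as moved.

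No paired analysis was possible because the replicate numbers of H3K4me1 belong to different cell lines and the HER2 conditions have 1 library each. The unknown depth of the HER2 libraries limits every comparison of peak numbers.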

Other observations

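The tests of peaks without the core, of alignment to the primer, of sharing by alignment and of dense bins were chosen only after the results were seen. Local moves were set before the data were examined, and their use as a test of regional density was chosen after the results were seen, as were their combinations with islands of both or either replicate. The tests of primer stretches, outer primer bases, midpoint side, random rotation and chromosome ratios were set before the results they measure were seen.

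The core may come from priming of genomic DNA by the P7 primer during library preparation. Its reverse complement lies at bases 14 to 20 of the primer, so the enrichment of stretches that hold those bases restates that of the core. The last 8 bases, which reach beyond the core, were in 3.19% of BT474 vehicle peaks against 0.0234% of windows. Among BT474 vehicle peaks with no core within 50 bp of the midpoint or in the windows, 3.25% had them, against 0.0203% of windows (exact p = 1.13e-72). In the same subset of SKBR3 EGF and BT474 EGF, the shares were 2.59% (exact p = 2.78e-17) and 1.94% (exact p = 1.77e-147), and in SKBR3 vehicle 0.446% (exact p = 0.000977). Stretches wholly outside the core were in 7.53% of such peaks in SKBR3 EGF, 5.97% in BT474 vehicle and 6.66% in BT474 EGF, against 2.50 to 2.70% of windows. In SKBR3 vehicle, the share was 3.45% against 2.52% and did not pass the threshold (exact p = 0.0673). Any stretch of 8 P7 bases was in 6.78% of SKBR3 vehicle, 23.4% of SKBR3 EGF, 22.2% of BT474 vehicle and 16.0% of BT474 EGF peaks, against 2.80 to 2.98% of windows. Taken as a whole, stretches of the P5 primer were in 1.11 to 1.30% of peaks against 1.14 to 1.37% of windows. This hides single stretches near the 3′ end of P5 that were more frequent in peaks, such as CACCGAGA in BT474 EGF (0.460% against 0.0631%) and ACCGAGAT in BT474 vehicle (0.362% against 0.0643%), and one that was rarer, CCGAGATC in BT474 EGF (0.113% against 0.511%). These single P5 stretches were not tested. Enrichment did not fall evenly towards the primer's 5′ end. It also fell towards the 3′ end in every list, from bases 14 to 21 to the last 8 bases. The share went from 5.6% to 3.19% in BT474 vehicle and from 5.16% to 2.5% in SKBR3 EGF. It went from 2.68% to 1.90% in BT474 EGF and from 1.23% to 0.462% in SKBR3 vehicle. All these shares exceeded those of windows, but the fall gives little support to pairing of the primer's last base. The midpoint lay downstream of the primer's 3′ end at 84.0% of BT474 vehicle core sites, but at 55.5% in SKBR3 EGF (exact p = 0.0146).

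Alignment with mismatches or gaps gave 41.1% of SKBR3 EGF, 33.4% of BT474 vehicle and 23.5% of BT474 EGF peaks, against 1.30 to 1.41% of windows. The highest of 20 shuffled primers reached 12.2%, 8.6% and 9.4% in these lists. In SKBR3 vehicle, 7.70% of peaks aligned, which did not exceed its highest shuffled primer (9.88%). With the first 13 bases alone, 15.5% of SKBR3 EGF, 10.6% of BT474 vehicle and 11.9% of BT474 EGF peaks aligned, against 4.82 to 5.22% of windows, and 6.93% of SKBR3 vehicle peaks against 5.08%. The threshold for the whole primer was chosen after looking at several.

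A protein binding site with the core and no primer involved is argued against, with unequal strength between lists. Among SKBR3 EGF peaks without the core within 50 bp of the midpoint, 37.3% still aligned to the primer there, against 1.23% of windows. The share was 29.7% in BT474 vehicle (1.41% of windows), 21.8% in BT474 EGF (1.28%) and 6.46% in SKBR3 vehicle (1.40%). The whole SKBR3 vehicle list did not exceed its highest shuffled primer (9.88%), so alignment gives no such argument there. Only the exact core was left out, so a variant of it could still align. A core further than 50 bp from the midpoint was not left out either. In BT474 vehicle, 19.4% of whole peaks held the core, against 11.8% within 50 bp. The outer primer bases were set as bases 1 to 12 and base 24. They matched more often at BT474 vehicle core sites than 2 kb away, by 5.32 points, and in the other lists by 3.87 to 4.50 points. Bases 13, 17 and 21 to 23 lie in or near the core and were left out of this test. They matched more often at peaks in every list, such as base 21 at 57.9% against 16.1% in SKBR3 EGF. Base 24, the primer's 3′ end, matched at 25% against 21.9% in BT474 vehicle, 21.5% against 21.2% in BT474 EGF, 20.9% against 21.6% in SKBR3 EGF and 18.4% against 22% in SKBR3 vehicle, which gives little support to pairing of that base. Part of the difference at the outer bases is base composition. Against shuffled orders of the same bases, the excess passed 0.05 in BT474 vehicle (permutation p = 0.00899) and BT474 EGF (permutation p = 0.045), but not in SKBR3 vehicle (permutation p = 0.228) or SKBR3 EGF (permutation p = 0.155). Binding of HER2 at other peaks stays open, since most peaks in each list did not align, and the reads, which were not analysed here, would be needed to see primer bases at their ends.

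Alignment could not decide whether priming at the same primer-like sites was the whole cause of sharing between the EGF lists. A peak that did not align can still hold an exact match to the last 8 bases of the primer. SKBR3 EGF peaks that did not align were shared with BT474 EGF at 83.2%, and aligned ones at 87.0%. Sharing in this pair was therefore nearly as frequent below the alignment threshold as above it. The core did go with sharing in this pair, at 13.4% of the shared SKBR3 EGF peaks and 3.64% of the others. Any stretch of 8 P7 bases did not, at 23.4% and 23.1%. In the other pairs between cell lines, alignment went with more sharing for SKBR3 peaks. SKBR3 EGF peaks were shared with BT474 vehicle at 72.1% when aligned and 55.3% otherwise, and SKBR3 vehicle peaks at 50% and 13.6%. SKBR3 vehicle peaks were shared with BT474 EGF at 76% when aligned and 40.4% otherwise. Seen from BT474, aligned vehicle peaks were shared less, with SKBR3 vehicle at 3.78% against 5.6% and with SKBR3 EGF at 16.0% against 19.5%. BT474 EGF peaks were shared with SKBR3 vehicle at 2.44% when aligned against 4.23%, and with SKBR3 EGF at 7.77% against 7.02%. Within SKBR3, EGF peaks were shared with vehicle at 12% when aligned and 14.2% otherwise, and vehicle peaks with EGF at 32.5% and 11.4%. Within BT474, EGF peaks were shared with vehicle at 38.0% when aligned and 23% otherwise, and vehicle peaks with EGF at 89.0% and 92.3%. Whether priming played a part in the sharing, or was its whole cause, stays open. The repeat GAGAGAGA was in 22.6% of SKBR3 vehicle, 12.4% of SKBR3 EGF, 5.37% of BT474 vehicle and 9.31% of BT474 EGF peaks. In windows 1 kb away its share was 1.34 to 1.67%. These shares cover aligned and other peaks together, so what the peaks that did not align have in common stays open.

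The overlap with H3K4me1 exceeded random rotation, with a ratio of 1.20 in SKBR3 EGF. Rotation also placed peaks in sequence where no peak or island can be called, which lowers the chance level. The ratio to rotation alone therefore cannot exclude chance overlap. With local moves the SKBR3 EGF ratio was 1.02 (permutation p = 0.327), which is consistent with a regional density shared by HER2 peaks and islands as the source of that excess. The BT474 EGF ratio with local moves was 0.95 (permutation p = 0.001, the smallest possible, adjusted 0.004), below the level of the surrounding sequence, so a shared density alone does not account for that list. For SKBR3 vehicle, the ratio with local moves was 0.968 as the mean of the replicates (permutation p = 0.204). It was 0.912 with islands of both replicates (permutation p = 0.024) and 1.01 with islands of either (permutation p = 0.421). Only the setting with both replicates, chosen after the results were seen, passed the threshold. Binding at a small set of enhancers stays open.

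Across 23 chromosomes, the SKBR3 to BT474 ratio of HER2 EGF peaks followed that of H3K4me1 islands (Pearson r = 0.723, permutation p = 0.00011; Spearman rho = 0.577, permutation p = 0.00442). Without chromosomes 8 and 18, r was 0.606. Chromosome 20 had the highest ratio for HER2 EGF peaks (0.275) and for islands (1.20). It was kept throughout, so how far r rests on it was not tested. Copy number or filtering shared by both assays may underlie this. Chromosomes of one genome are not independent samples.

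Removal of peaks in amplified DNA by a filter against control DNA is a candidate explanation for the absence of HER2 peaks near ERBB2 in all lists and near MYC in SKBR3. In 14 bins dense in SKBR3 only, all on chromosome 8, there were 0 SKBR3 EGF peaks where 14.9 were expected (permutation p = 0.001, the smallest possible). BT474 EGF had 1.09 times the usual number there, which argues against sequence in which no peak can be called. In 5 bins dense in BT474 only, BT474 EGF had 16 peaks where 57.3 were expected, a ratio of 0.279, and SKBR3 EGF had 1.13 times its usual number. SKBR3 vehicle had 2 peaks there where 5.57 were expected (permutation p = 0.219). Around ERBB2, 2947 kb held 0 BT474 EGF peaks, and 23 of the 29303 gaps between neighbouring peaks of that list were as long or longer. For the gap around ERBB2 in each other list, this was 35 of 8536 in BT474 vehicle and 31 of 2573 in SKBR3 vehicle. In SKBR3 EGF it was 90 of 2497, so the absence near ERBB2 was less unusual in the SKBR3 lists. The study's methods name the filter for both assays, yet H3K4me1 islands covered 97.4% of ERBB2 in SKBR3 and 100% in BT474. Whether the filter was applied to the H3K4me1 lists is not known, and a filter applied alike to both assays would have removed those islands too. H3K4me1 reads per kb of island stand in for copy number, which was not measured, and neighbouring bins are not independent.

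The gene number in SKBR3 was 336.5 on average, counted from start sites in the annotation used here. This was higher than the number the study gave, by more than the difference between replicates. With protein-coding genes alone the mean was 169 ± 19.8 (SD, n = 2), which was lower than the study's number, so the direction depends on which genes are counted.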
